A study of Drosophila melanogaster with 4 samples. Its data were reported in "H/ACA snRNP–dependent ribosome biogenesis regulates translation of polyglutamine proteins" (2023).

How the data were processed

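RNA was measured in ovaries of Drosophila melanogaster, in 2 groups of 2 libraries. An antibody against pseudouridine, an isomer of uridine found in rRNA, tRNA, snRNA and some mRNAs, was added to a detergent homogenate of ovaries. The RNA held on beads with the antibody made the pulldown libraries, and a part of the same homogenate set aside before the antibody was added made the input libraries. Both kinds were poly(A)-selected, so RNA without a poly(A) tail reaches them only as carry-over. Group and replicate number were taken from the sample titles, which number both the inputs and the pulldowns 1 and 3. The pairing of pulldown 1 with input 1 and of pulldown 3 with input 3 rests on those numbers. A mock pulldown with non-specific IgG is described in the study's methods and was not analysed here, so RNA that sticks to beads or antibody without pseudouridine is not separated from RNA that carries it.

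The deposited values are raw read counts per FlyBase gene, which the authors made by aligning single-end reads to the dm6 assembly with HISAT2, guided by RefSeq transcripts, and by counting reads per gene with featureCounts. Versions of those tools and the strand setting of the counting are not stated. The counts were not normalised, and each library has its own file. For that reason overlapping genes, including genes on opposite strands, are given as uncertain below. The 4 files list the same 17023 genes, of which 16647 (97.8%) were matched by identifier to the Ensembl release 115 annotation of the same assembly, for symbols, positions, exon length and GC content. The other 376 have no symbol here and stayed in the counts. Positions are 1-based dm6 coordinates. Coding sequences came from the RefSeq annotation of that assembly.

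Pulldown and input were compared in R 4.3.3 with edgeR 4.0.16: TMM normalisation, the filterByExpr filter on low counts, a negative binomial model with group as its only term, and the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value below 0.05 and a change of at least 2-fold. The study states these thresholds with DESeq for mutant against control. For the pulldown against input it states a 2-fold cutoff. The model was also fitted with the replicate number as a block. CPM of single genes are counts scaled to the total of the library. Log2 ratios within a pair used log2 CPM on TMM-scaled library sizes with a prior count of 2, so their sign can differ from that of the plain CPM. Standard errors of log2 fold changes were computed from the fit. Gene lists were tested with limma 3.58.1 (camera, two-sided, inter-gene correlation 0.01), adjusted over the 3 lists, and the effect is the median log2 fold change of the list minus that of all other tested genes. Each list was also ranked among 10000 random lists matched on mean expression, and on expression with exon length or GC content (2000 lists within a single replicate). The lists were the 181 target mRNAs with a 5-CAG motif named by the study and used as identifiers only, the genes whose coding sequence holds at least 5 consecutive in-frame CAG codons, and the cytoplasmic ribosomal protein genes by symbol. Symbols starting with RpL or RpS made the last list. It therefore includes RpLP0-like, which is not a ribosomal protein gene, and leaves out sta, which is. For the first list, the study's methods describe a search of protein sequences for a motif of 5 glutamines, the amino acid that CAG encodes. Its members therefore need not carry 5 CAG codons in a row.

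The grouping, the tests, the lists, the alternatives and the rule for naming genes were set before the data were examined. The rule named 10 genes from the study's subject, then the 3 largest rises and the 3 largest falls past the threshold with the same direction in both pairs. Where fewer passed, places were filled by the smallest unadjusted p-values among genes with a mean of at least 10 CPM and the same direction in both pairs. Alternatives were upper-quartile and total-count normalisation, no filter, at least 10 counts in every library, the replicate block, edgeR's exact test, DESeq2 1.42.0, other thresholds, an estimated inter-gene correlation, a prior count of 0.5, crossed inputs, shares without the 10 genes with the most reads, and leaving out each replicate. Pair ratios on total counts were added after seeing the data. Leaving out a replicate leaves 1 library per group and was used for values only.

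The edgeR, DESeq2 and camera steps were tested on simulated counts with 200 genes changed 16-fold, drawn from the means and library sizes of the real libraries. With 2 libraries per group and a dispersion of 0.05, the quasi-likelihood test recovered 200 of the 200 genes (100%) with 9 false calls among 7024 genes tested. At a dispersion of 0.539, the value estimated from the 4 libraries, it recovered 27 (13.5%) with 0 false calls among 6947 genes tested, and the fit with the block recovered 0. DESeq2 recovered 117 (58.5%) at that dispersion, with 38 false calls among 7085 genes.

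Depth ran from 984979 to 12684875 counts per library. Shares of counts carry 95% Wilson intervals, and the smallest share a library can show was set at 3 counts. Reads carry no molecular identifiers, so intervals and floors cover counting error only.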

Results

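To ask which ovary mRNAs an antibody against pseudouridine enriches, poly(A) RNA from 2 pulldowns was compared with poly(A) RNA from 2 inputs of the same homogenates. The libraries differed widely in depth. Input 1 held 4245717 counts, pulldown 1 held 984979, input 3 held 12684875 and pulldown 3 held 6338436. Input 3 was thus 2.99 times as deep as input 1, and pulldown 3 was 6.44 times as deep as pulldown 1. The smallest level these depths can show (3 counts) was 0.707 CPM in input 1, 3.05 CPM in pulldown 1, 0.237 CPM in input 3 and 0.473 CPM in pulldown 3. At least 1 read was counted on 7839 genes in input 1, 6064 in pulldown 1, 10365 in input 3 and 7150 in pulldown 3. The 10 genes with the most reads took 13.5% of the counts in input 1, 33.1% in pulldown 1, 6.34% in input 3 and 6.70% in pulldown 3. Genes with 1 to 9 reads numbered 1049 in input 1, 1079 in pulldown 1 and 2533 in input 3, against 94 in pulldown 3.

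**Figure D1:**
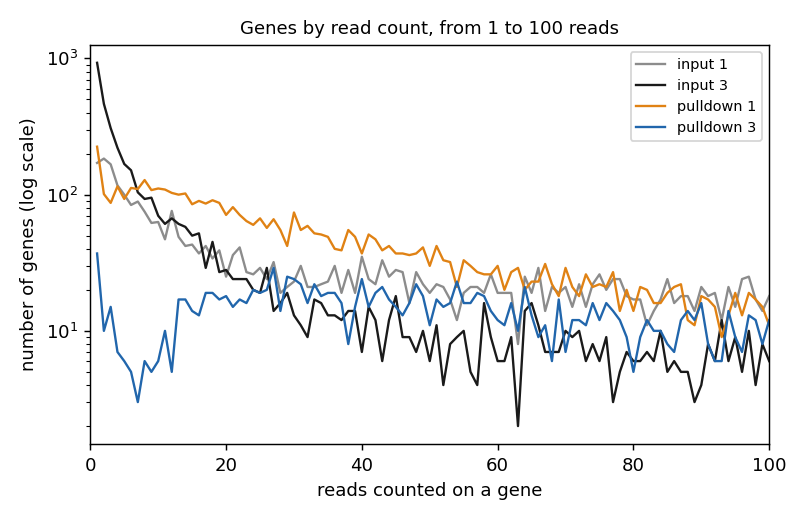
Number of genes (y axis, log scale) at each read count from 1 to 100 (x axis, reads on a gene), with a line for each of the 4 libraries. Pulldown 3 has 94 genes with 1 to 9 reads, against 1049 in input 1, 1079 in pulldown 1 and 2533 in input 3.

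Replicates were then compared before any test between groups. Across 7085 genes that passed the filter on low counts, log2 CPM of the 2 inputs correlated at r = 0.838 and that of the 2 pulldowns at r = 0.623. Pulldown 3 correlated with its own input at r = 0.875 and pulldown 1 with its own input at r = 0.754. The first principal component held 75.1% of the variance and set pulldown 1 (160.4) apart from input 1 (-22.1), input 3 (-67.7) and pulldown 3 (-70.7). The log2 ratio of pulldown to input had an SD across genes of 2.27 in replicate 1 and 1.10 in replicate 3. It differed by at least 2-fold from input for 3657 genes in replicate 1 and 1538 genes in replicate 3. Between the replicates the ratios correlated across genes at r = 0.0652 (Spearman's rho 0.0675), genes not being independent replicates. The alternative that moved this value most was the crossed assignment of inputs, at r = -0.305. Crossing puts the difference shared by same-numbered libraries (deviations correlated at r = 0.414) into the 2 ratios with opposite signs. That lowers r by construction, so the crossed value shows no instability of the agreement. On the TMM scale the direction was the same in both replicates for 3801 genes (53.6%), and on total counts, which shift the ratio by -0.40 in replicate 1 and -0.05 in replicate 3, for 3866 (54.6%). On the TMM scale, at least 2-fold in both and in the same direction were 568 genes, 454 of them lower, where independent ratios would give 343 lower. Another 436 changed by at least 2-fold in opposite directions.

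**Figure D2:**
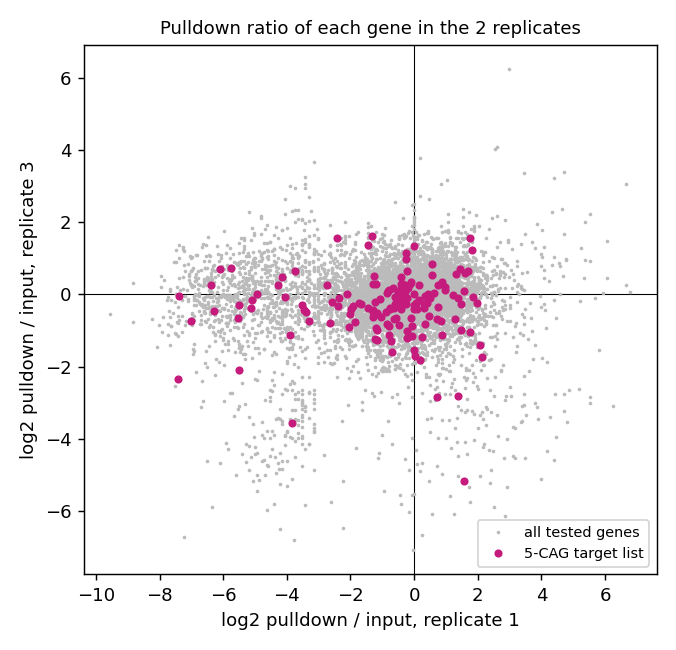
Each point is 1 of 7085 tested genes, placed by its log2 pulldown over input ratio in replicate 1 (x axis) and in replicate 3 (y axis), with tested members of the 5-CAG target list in magenta. The cloud has little slope (r = 0.0652) and is wider in replicate 1 (SD 2.27) than in replicate 3 (SD 1.10).

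The test between groups asked which genes rise or fall in the pulldown. Of 17023 genes listed, 7085 were tested and 9938 had too few counts. No gene passed an adjusted p-value of 0.05 with a 2-fold change in edgeR's quasi-likelihood test, 0 higher and 0 lower, and the smallest adjusted p-value was 0.9999. At an unadjusted p under 0.05 there were 146 genes, 9 higher and 137 lower, where 354 are given by chance. The common dispersion was 0.539, a biological coefficient of variation of 0.734. Deviations of same-numbered libraries from their group means correlated at r = 0.414. With the replicate number as a block the dispersion was 0.356, 0 genes were higher and 0 lower, the smallest adjusted p-value was again 0.9999, and 293 genes had an unadjusted p under 0.05, 65 higher and 228 lower. DESeq2 moved the counts most, to 2 genes higher and 1 lower.

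Because no gene passed, the 6 places of the naming rule went to the smallest unadjusted p-values, and all 6 were below the threshold (edgeR adjusted p-value 0.9999 for each, with and without the replicate block). bru3 (FBgn0264001, 3L, 13521907 to 13803400, minus strand) had 15 and 42 counts in inputs 1 and 3 and 22 and 1702 in pulldowns 1 and 3. Its log2 fold change was 5.34 (SE 1.15), or 4.87 with the block, and 85.6% of its normalised reads lay in pulldown 3. CG2839 (FBgn0031273, 2L, 625652 to 628200) rose from 9.55 ± 4.14 to 86.13 ± 39.96 CPM (SD, n = 2), a log2 fold change of 3.26 (SE 0.92), or 3.40 with the block. CG12398 (FBgn0030596, X, 14911781 to 14913812, minus strand) rose from 102.1 ± 47.5 to 269.7 ± 92.4 CPM (SD, n = 2), a log2 fold change of 1.81 (SE 0.72), or 1.66 with the block. Flo2 (FBgn0264078, X, 14839376 to 14933946, plus strand) had 171 and 474 counts in the inputs and 0 in both pulldowns, at least 12.8-fold lower against the floor of 3 counts. Kebab (FBgn0028952, 2L, 2045494 to 2048054) had 91 and 262 counts in the inputs and 0 in both pulldowns, at least 6.91-fold lower. DCP2 (FBgn0036534, 3L, 15818734 to 15826423) went from 321.4 ± 110.7 to 47.6 ± 35.8 CPM (SD, n = 2), a log2 fold change of -2.73 (SE 0.73), or -2.65 with the block. CG12398 lies within the span of Flo2 on the other strand without sharing exon bases, and Flo2 shares 277 of its 5053 exon bases (5.48%) with pdgy on the other strand, where its counts are uncertain.

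Of the 10 genes chosen from the study's subject, 9 were tested and 0 passed, with a smallest adjusted p-value over those 9 genes alone of 0.754 and over all tested genes of 0.9999 (edgeR). Log2 fold changes were above 0 for 5 and below 0 for 4, and 7 moved the same way in both pairs on the TMM scale. On total counts 5 did, since NHP2 (0.04 to -0.36) and Rbfox1 (0.12 to -0.28) changed sign in replicate 1. The genes include the 4 components of the H/ACA snRNP, the complex that makes pseudouridine on rRNA. Nop60B, its catalytic subunit (FBgn0259937, 2R, 24174877 to 24186343), was at 1131 ± 8.67 CPM in the inputs and 1010 ± 731.1 in the pulldowns (SD, n = 2), a log2 fold change of -0.10 (SE 0.74) that was -0.80 in replicate 1 and 0.50 in replicate 3, and -0.15 with the replicate block. It shares from 83 to 98 exon bases with each of several snoRNA genes on its own strand, where its counts are uncertain. NHP2 (FBgn0029148, 3L, 14801328 to 14802168) changed by 0.44 (0.40 with the block), and Gar1 (FBgn0011824, 2R, 21095958 to 21097305) by 1.02 (SE 0.61; 0.99 with the block). Nop10 (FBgn0033548, 2R, 10810556 to 10810936) changed by 1.00 (SE 1.39; 1.10 with the block) on 11 to 141 counts, and 31.7% of its exon bases are shared with CG12935 on the other strand, so its counts are uncertain. The CAG-repeat differentiation gene Rbfox1 (FBgn0052062, 3L, 10481412 to 10594012) was at 51.1 ± 11.7 CPM in the inputs and 51.3 ± 3.69 in the pulldowns (SD, n = 2), a log2 fold change of 0.21, or 0.26 with the block. bru1 (FBgn0000114, 2L, 12175004 to 12313438), a differentiation factor that binds RNA, was at 1237 ± 275.2 CPM in the inputs and 545.4 ± 126.6 in the pulldowns, a log2 fold change of -0.95 (SE 0.68), with -0.79 in replicate 1 and -1.12 in replicate 3. With the replicate block its change was -0.96.

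Among the synaptonemal complex genes, c(3)G (FBgn0000246, 3R, 15789473 to 15792579) had 146 and 1551 counts in the inputs and 0 and 442 in the pulldowns, a log2 fold change of -1.15 (SE 1.46). With the replicate block it was -2.30. The ratio was -0.75 in replicate 3 and -7.02 in replicate 1, the latter set by the prior count since pulldown 1 was at 0. Its counts are uncertain over 22 exon bases shared with Uros2 on the other strand. cona (FBgn0038612, 3R, 18385828 to 18386887) had 0, 0, 15 and 22 counts in input 1, pulldown 1, input 3 and pulldown 3, too few for the test, and these are uncertain over the 5.48% of its exon bases shared with Vha100-4 on the other strand. ais, the gene of Aramis (FBgn0036754, 3L, 17802490 to 17804715), changed by -0.61 (SE 0.87), and by -0.61 with the block. Atx2 (FBgn0041188, 3R, 15408423 to 15417277) changed by 0.28 (SE 0.72), or 0.17 with the block, with 1.08 in replicate 1 and -0.72 in replicate 3.

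**Figure D3:**
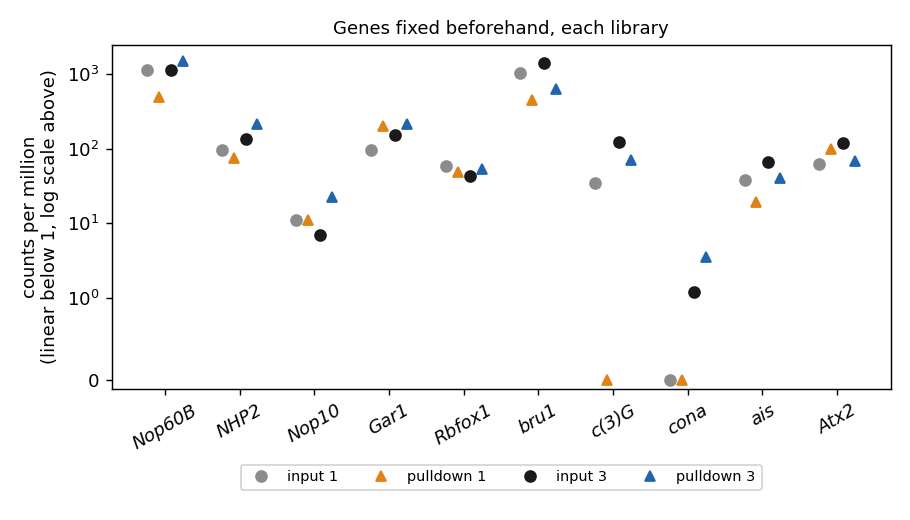
CPM of the 10 genes chosen from the study's subject (x axis) in each of the 4 libraries, circles for inputs and triangles for pulldowns, on an axis that is linear below 1 and logarithmic above. bru1 and ais lie lower in each pulldown than in its input, and c(3)G is at 0 in pulldown 1.

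The first gene list holds those mRNAs with lowered polysome association after loss of Nop60B that carry the study's 5-CAG motif. It bears on whether these mRNAs are taken up by the antibody. Targets without the motif were not tested as a list. Of 181 members of this 5-CAG target list 151 were tested. Their median log2 fold change was 0.23 below that of the other tested genes (difference -0.23, limma camera, adjusted p = 0.0643 over the 3 lists), and 47 of the 151 had a log2 fold change above 0. The difference was -0.19 in replicate 1 and -0.21 in replicate 3. With the replicate block it was -0.18 (adjusted p = 0.0586). The alternative that moved it most was no filter on low counts, which reversed it to 0.091 (limma camera, adjusted p = 0.157). That setting compared 10544 genes instead of 7085, and the differences of the other lists moved up too. The reversal therefore does not tell a change of this list from a change of the genes set against it. Adjusted over the list alone, 0 members passed (smallest edgeR adjusted p-value 0.996), and 2 members had an unadjusted p under 0.05. In both replicates 2 members were at least 2-fold higher and 6 at least 2-fold lower.

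Of 569 genes with at least 5 consecutive CAG codons 354 were tested, and 122 of these had a log2 fold change above 0. Their median differed by -0.27 from the other tested genes (limma camera, adjusted p = 0.0160), and by -0.21 with the replicate block (adjusted p = 0.0124). The difference was 0.034 in replicate 1 and -0.47 in replicate 3, so its direction did not hold in both. Of the 181 listed targets 21 carry such a run of CAG codons. The median exon length was 6160 bases in the CAG-repeat genes and 3577 in the 5-CAG list, against 2186 in all tested genes.

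Ribosomal protein genes, 79 of 87 tested, had a median 0.41 above the other tested genes (limma camera, adjusted p = 0.000176) and 0.54 above with the block (adjusted p = 8.25e-06), and 59 of 79 had a log2 fold change above 0. The difference was 0.25 in replicate 1 and 0.80 in replicate 3. These differences are not matched on expression. The replicate 1 ratio rose with mean expression (Spearman's rho 0.325 across 6913 genes, against 0.0427 in replicate 3). Against lists matched on expression and GC content, the ribosomal protein genes lay at percentile 2.75 in replicate 1 and 100 in replicate 3. The 0.25 of replicate 1 is thus no rise beyond genes of like expression and GC content. Over all 4 libraries the difference was no longer past 0.05 when the inter-gene correlation was estimated from the data (limma camera, adjusted p = 0.435). Their median exon length was below the 2186 bases of all tested genes.

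**Figure D4:**
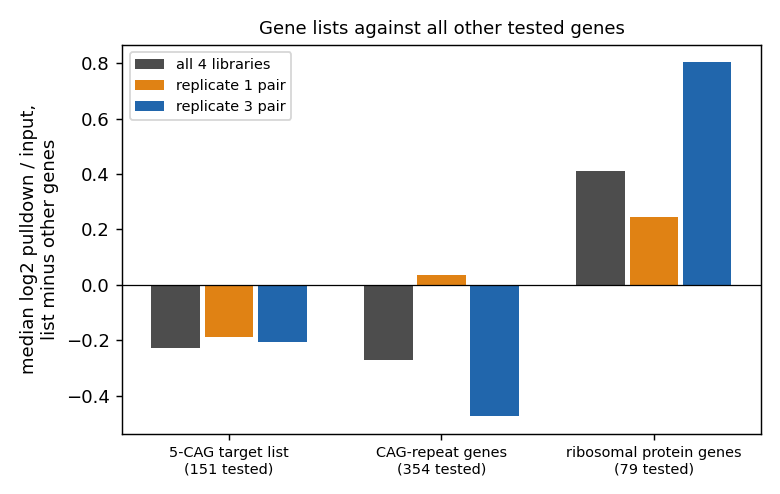
Median log2 pulldown over input ratio of each list minus that of all other tested genes (y axis), for all 4 libraries and for each replicate pair, without error bars since each bar is a difference of medians. The CAG-repeat genes are at 0.034 in replicate 1 and -0.47 in replicate 3, and the ribosomal protein genes at 0.25 and 0.80. No bar is matched on expression.

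Shares of all counts were compared for classes of RNA that carry pseudouridine. Reads on rRNA genes made up 0.388% of input 1 (95% Wilson interval 0.383 to 0.394), 1.11% of pulldown 1 (1.09 to 1.13), 0.00583% of input 3 (0.00542 to 0.00626) and 0.00238% of pulldown 3 (0.00203 to 0.00279). The share was higher in the pulldown of replicate 1 and lower in that of replicate 3, and the group means, 0.197 ± 0.271% and 0.555 ± 0.781% (SD, n = 2), differed by less than the spread between replicates. The pseudogene 18SrRNA-Psi:CR41602 (FBgn0085813, X, 23211192 to 23213166) took 99.1% of the rRNA reads in input 1, 99.4% in pulldown 1, 97.3% in input 3 and 45.7% (69 of 151) in pulldown 3, and its reads are uncertain since rRNA copies repeat. snRNA genes took 0.00155% of input 1 (0.00122 to 0.00198), 0.00173% of pulldown 1 (0.00108 to 0.00276), 0.000339% of input 3 (0.000252 to 0.000457) and 6.31e-05% of pulldown 3 (2.45e-05 to 0.000162). snoRNA genes took 0.00377% of input 1 (0.00323 to 0.00440), 0.00132% of pulldown 1 (0.000771 to 0.00226), 0.0101% of input 3 (0.00961 to 0.0107) and 0.0113% of pulldown 3 (0.0105 to 0.0122). tRNA genes had 7 reads in input 1, 9 in input 3 and 0 in both pulldowns, where 3 counts are 0.000305% of pulldown 1 and 4.73e-05% of pulldown 3, so a fall from the 0.000165% of input 1 was not detectable at the depth of pulldown 1. In replicate 3 the floor was below the share of input 3, 7.10e-05% (3.73e-05 to 0.000135), and the interval of pulldown 3 reached 6.06e-05% and overlapped it. The 37 mitochondrially encoded genes were listed at 0 in all 4 libraries. Ribosomal protein genes took 12.5% of input 1, 8.36% of pulldown 1, 11.5% of input 3 and 18.1% of pulldown 3 (Wilson intervals 12.4 to 12.5, 8.31 to 8.42, 11.4 to 11.5 and 18.1 to 18.1), so the share fell in replicate 1 and rose in replicate 3.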

Values the study reported

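The study detected 465 mRNAs with lowered polysome association after germline knockdown of Nop60B, and 638 with raised association. A motif representing 5 CAGs was reported in 181 of the 465 targets (39%).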

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

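No gene was called in either direction under upper-quartile or total-count normalisation, with at least 10 counts in every library, with the replicate block, with edgeR's exact test, without a fold threshold or at an adjusted p-value of 0.1. Genes with an unadjusted p under 0.05 numbered 142, 164, 88, 293 and 167 under the first 5 of these, against 146 in the reported test. Without a filter 2 genes were higher and 0 lower (167 with an unadjusted p under 0.05), and DESeq2 gave 2 higher and 1 lower (207). The smallest adjusted p-value ranged from 0.00342 without a filter to 0.9999 with the block. Both genes called without a filter, bru3 (log2 fold change 5.31) and AstA-R1, were among the 3 called by DESeq2, which also called Flo2. The cause was not tested beyond the counts given under the other observations. Leaving out a replicate leaves no test, so the counts of called genes have no such value. In simulated counts the fit with the block recovered 0 of 200 genes changed 16-fold at a dispersion of 0.539, the estimate without the block. At a dispersion of 0.1 it recovered 196. Its own estimate was 0.356, where no counts were simulated, so the count of 0 with the block does not show stability. For named genes, of 87 values recomputed with all libraries 1 reversed its direction and 3 passed the threshold (bru3 without a filter and with DESeq2, Flo2 with DESeq2). That the others stayed above the threshold shows no stability, since most adjusted p-values were close to 1. The reversal was that of Atx2, to -0.10 under total-count normalisation, which moved the median of all tested genes by -0.16. Leaving out each replicate gave -0.80 to 0.50 for Nop60B and -0.72 to 1.08 for Atx2, the 2 of 15 named genes that changed sign. Both are among the 9 tested genes chosen from the study's subject. The genes named by smallest p-values were picked for the same direction in both pairs, so they could not change sign. Size also moved among genes that kept their sign, from 2.97 to 6.25 for bru3, 0.64 to 2.69 for CG12398 and -3.75 to -1.68 for DCP2. It moved little for ais, from -0.64 to -0.58. On total counts, an alternative chosen after seeing the data, 5 of the genes chosen from the study's subject moved the same way in both pairs, against 7 on the TMM scale.

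The 5-CAG difference passed 0.05 at -0.26 under total-count normalisation (adjusted p = 0.0411) and at -0.25 with at least 10 counts in every library (adjusted p = 0.0199), reversed to 0.091 without a filter (adjusted p = 0.157), lay at percentile 0.03 of random lists matched on expression, and ranged from -0.21 to -0.19 across the fits that each left out a replicate. Its adjusted p-values (limma camera) ranged from 0.0199 to 0.435, the last with the estimated inter-gene correlation. With that correlation the CAG-repeat difference of -0.27 (adjusted p = 0.358) and the ribosomal protein difference of 0.41 (adjusted p = 0.435) no longer passed 0.05. Without a filter the CAG-repeat difference was -0.16 (limma camera, adjusted p = 0.0665) and the ribosomal protein difference 0.81 (adjusted p = 2.75e-06). Every list thus moved up when 10544 genes were compared instead of 7085. The CAG-repeat difference ranged from -0.47 to 0.034 across the fits that each left out a replicate. For that range, lists matched on length or GC content within each replicate are given under the other observations. Other causes, and the causes of the other changes, were not tested. A scaling shifts all genes of a library alike, so the small change of list differences under other normalisations shows no stability. The agreement of ratios was 0.0702 with a prior count of 0.5 and 0.136 with at least 10 counts in every library. With crossed inputs it reversed to -0.305. Crossing lowers it by construction where same-numbered libraries share a difference, so this is no test of stability.

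For shares of counts, leaving out the 10 genes with the most reads reversed the pulldown minus input difference for rRNA, to -0.221 percentage points, and for snRNA, to 0.000244. The rRNA gene with the most reads is itself among the 10 left out of pulldown 1, and not of the other libraries. Leaving out each replicate gave -0.00344 to 0.719 for rRNA, -0.000276 to 0.000171 for snRNA, -0.00245 to 0.00120 for snoRNA and -4.11 to 6.66 for ribosomal protein genes. Depth limits the low end most in pulldown 1, where 3 counts are 3.05 CPM.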

Other observations

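Tests on the missing low counts of pulldown 3, the DESeq2 calls, AstA-R1, Flo2, eggshell and yolk genes, the length trend within replicate 1, ribosomal protein genes under length, rRNA copies, draws of replicate 3 at the depths of replicate 1 and other splits of the libraries were chosen only after those results were seen. All explanations are hypotheses on these 4 libraries, and no IgG library was used here to separate binding of pseudouridine from other binding.

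The weak agreement of the 2 pulldown ratios (r = 0.0652) was set against 5 technical explanations. Reads of replicate 3 drawn at the depths of replicate 1 gave a ratio that correlated at 0.942 with the ratio from its remaining reads (mean of 20 draws), so a lower sequencing depth alone would leave a much higher correlation. Both parts share amplified copies of the same molecules, so this covers reading depth and not the number of molecules. Among 1362 genes with at least 100 counts in every library the ratios correlated at 0.190, higher but under the 0.3 set beforehand for counting error. Removing a smooth trend with exon length gave 0.0873 and with GC content 0.0460, from 0.0655 on the 6913 genes with both values. Genes with the symbol prefixes Vm, Cp and Yp were taken as eggshell and yolk genes. They took 11.5%, 32.5%, 2.95% and 4.23% of input 1, pulldown 1, input 3 and pulldown 3. The prefixes also take Cp190, which is not an eggshell gene, and miss the eggshell gene dec. Leaving out the genes with these prefixes gave 0.0639. They are 19 of 7085 tested genes and could not have moved the correlation, so the weight of a few genes stays open. Loss of molecules, described next, is another candidate cause.

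Pulldown 3 has few genes at low counts. Input 3 thinned to its depth would have 2382 genes with 1 to 9 reads, 25.3 times the 94 observed, and 9723 genes detected against 7150. Input 1 also has fewer such genes than input 3 thinned to its depth (1049 against 2234). A minimum count applied before deposit is not seen, since those 94 genes have 1 to 9 reads and 37 of them have 1 read. Of 344 genes that input 3 predicts at 20 to 40 reads in pulldown 3, 40.1% are at 0. The share was 21.9% in pulldown 1 predicted from input 3 and 12.2% in pulldown 1 predicted from input 1. It was 9.65% in input 1 predicted from input 3. Equal reads are a lower level in the deeper library. At 20 to 60 CPM in both inputs the order was the opposite, with 11.6% of 1023 genes at 0 in pulldown 1 and 0.391% in pulldown 3, so loss is not specific to pulldown 3. Counts in pulldown 3 are most common near 29 reads in a running window of 9 counts. These values are consistent with a library grown from few RNA molecules, each amplified into many reads, and the 6338436 counts may then stand for far fewer molecules. Without molecular identifiers this cannot be told apart from a true lack of the missing mRNAs in the pulldown.

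The replicate 3 ratio falls with exon length (Spearman's rho -0.418 across 6913 genes, against 0.0245 in replicate 1). Among 1309 genes with at least 100 counts in every library it was -0.624, so counting error does not account for it, and -0.601 after a smooth GC trend was removed. Replicate 1 gave -0.133 on those genes, short of the -0.2 set for a step shared by both pulldowns. Across the 6913 genes, input 3 over input 1 rose with length (rho 0.291, slope 0.334 per doubling of length). Pulldown 3 over pulldown 1 had a rho of -0.0234 and a slope of -0.104 on the same genes. On the 1309 genes these rho values were 0.260 and -0.00721. The slope on the 6913 genes was -0.293 for the replicate 3 ratio and 0.145 for the replicate 1 ratio. For replicate 1 its sign is opposite to that of the -0.133 on the 1309 genes. A candidate source is thus input 3, but the slopes do not exclude a part from pulldown 3.

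List differences were set against lists matched on expression and length, or expression and GC content. The 5-CAG list lay at percentile 1.66 for length, so length does not account for its whole shift in that fit. For GC it lay at 0.02, against 0.03 for expression alone, and since the median GC content of the list (48.9%) is close to that of all tested genes (49.0%) the matching had little to correct. With the replicate block the percentiles were 4.50 and 0.01, the first inside the middle 95% of matched lists. Within replicates the length-matched percentile was 5.15 in replicate 1 and 24.5 in replicate 3, both also inside that range. The shift of the 5-CAG list itself did not pass 0.05 (limma camera, adjusted p = 0.0643). The CAG-repeat genes lay at 15.4 for length and below all 10000 lists for GC (percentile 0), and at 54.9 and 0 with the block, so their shift may follow from length. The length comparison is limited, since 17.45% of a length-matched list is drawn from the CAG-repeat genes themselves. Within replicates their length-matched percentile was 54.6 in replicate 1 and 3.30 in replicate 3, the replicate that shows the shift, near the edge of the middle 95%. Ribosomal protein genes lay at 5.33 for length and 99.1 for GC (3.57 and 98.6 with the block). However, 35.2% of a length-matched list is drawn from the ribosomal protein genes themselves, so length cannot be told apart. Their length-matched percentile was 0.05 in replicate 1 and 100 in replicate 3, and their GC-matched percentile 2.75 and 100, so both change sides between the replicates. The GC-matched percentile of the CAG-repeat genes was 30.1 in replicate 1 and 0 in replicate 3.

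Of the 3 genes called by DESeq2, 2 have over 90% of their normalised reads in 1 library or none in a group. AstA-R1 (FBgn0266429, X, 3574536 to 3666724), named after its values were seen, had 602 counts in pulldown 3 and 0 in each other library, and was not tested by edgeR. It shares 0 exon bases with other listed genes. A library of few molecules could give several such genes, but it is the only 1 with at least 100 reads in pulldown 3 and at most 3 in each other library, against 9 in input 3, the deepest library. At 50 CPM or more the count was 1 in pulldown 3 and 0 in each other library. Contamination of that library was not tested. Flo2 and Kebab are the 2 genes at 20 to 60 CPM in both inputs and at 0 in both pulldowns, out of 1023 such genes. Independent losses would give 0.465 such genes, but the loss rates behind that number count Flo2 and Kebab themselves, so it does not settle whether the loss was by chance. Flo2 shares 5.48% of its exon bases with pdgy, too few for overlap to account for the 0 counts.

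Of the 2 splits of the libraries that part both same-numbered pairs, 1, the real one, gave as many as 146 genes with an unadjusted p under 0.05. The other, input 1 and pulldown 3 against the rest, gave 7. With so few splits this shows little. The split of replicate 3 against replicate 1, which keeps the pairs together, gave 1027, more than the pulldown itself. Called genes were 0 in each.

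rRNA reads rose in pulldown 1 and fell in pulldown 3. Over all libraries 98.9% of them sit on a single pseudogene copy of 18S rRNA, a value set by replicate 1, since the share was 45.7% in pulldown 3. Placement of reads among repeated copies may matter and cannot be told apart from a change in rRNA. The 37 mitochondrially encoded genes are listed at 0 in all 4 libraries, which was left without explanation.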
